A study of Danio rerio with 12 samples. Its data were reported in "Comparative Morphological, Metabolic and Transcriptome Analyses in elmo1 −/− , elmo2 −/− , and elmo3 −/− Zebrafish Mutants Identified a Functional Non-Redundancy of the Elmo Proteins" (2022).

How the data were processed

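RNA sequencing was analysed for 12 samples of whole zebrafish larvae at 120 hpf, 6 elmo1+/+ and 6 elmo1-/-, each pooled from 30 larvae. Genotypes and replicate numbers were taken from the sample titles. The column names of the elmo1-/- samples end in hz, which the labels do not explain. RNA was purified on RNeasy columns, and libraries were sequenced on a BGISEQ-500. The deposited files hold, for each sample, an expected count per gene and a TPM value per gene, both for the same 32520 Ensembl gene identifiers. The authors' expected counts are called raw, yet 38.1% to 39.7% of the values in a sample are not whole numbers, so they were treated as estimated counts. The deposited TPM values sum to 1e+06 per sample and are normalized by the authors for transcript length and depth. The quantification tool, the genome build and the annotation are not stated in the labels or in the methods of the study, which refer to another publication for the sequencing analysis. Estimation of counts from reads shared between gene copies and the length assigned to each gene in each sample affect the values, and neither can be recomputed from these files. Gene positions were not given in the files.

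The design had assumed whole-number counts. As the files hold expected counts, these were rounded to whole numbers before edgeR and DESeq2 were applied. Gene symbols were taken from a table pairing Ensembl identifiers with symbols, in which 29201 of 32520 identifiers (89.8%) had a symbol. Upper-case symbols are names of orthologues, and several zebrafish copies can share one.

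Genes were filtered with filterByExpr of edgeR (version 4.0.16 in R 4.3.3; default minimum count 10), which left 21830 genes. Counts were normalized with TMM factors, and genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05. All 12 samples entered the fit, and genotype was the only term. Standard errors of log2 fold changes were obtained from the fold change and the F statistic. CPM values are based on TMM-scaled library sizes, and log2 CPM values used a prior count of 2. The test was tested on simulated data with the means, dispersions and library sizes of the real samples. Of 197 tested genes changed by 1 log2 unit, 177 (89.8%) were recovered, 10 of 187 calls (5.35%) were false, and 0 genes were called in simulated data without changes, among 21702 genes tested.

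Both genotypes carry the replicate numbers 1 to 6 in the sample titles, and the titles do not state what the numbers mark. A fit with the replicate number as a block was therefore made beside the fit without it. Whether the numbers pair the samples was checked by the correlation of deviations from the genotype mean over 21830 genes, against all 720 pairings.

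Single values were compared with two-sided exact permutation tests over all relabellings of the 12 samples, whose smallest p is 0.00216, or with exact sign-flip tests over 6 pairs or samples, whose smallest p is 0.0312. Gene sets, 10 for processes and 10 for tissue and state markers, were listed before the data were examined, as were the groups, the tests, the alternatives and the rule for naming genes. The rule for matching the listed symbols (the same symbol, or else the upper-case orthologue name without the copy suffix) was chosen after the symbol table was seen and before any set was tested. Set scores are means of log2 CPM values centred on each gene's mean. fgsea (version 1.28.0) ranked genes by the signed root of the F statistic, and camera of limma (version 3.58.1) used an inter-gene correlation of 0.01. Named genes are the elmo genes and, among genes with a symbol, an adjusted p under 0.05, a mean of at least 1 log2 CPM and no overlap between genotypes, the 5 with the highest and the 5 with the lowest log2 fold change.

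The alternatives were other normalization factors, DESeq2 (version 1.42.0), limma-voom with sample weights, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), other filters on low counts, stricter thresholds, the replicate block, other set tests and leaving out each replicate. Use of effective length as an offset or covariate, the replicate block with TPM, log2 total count and the share of the 20 most abundant genes as covariates, the filter on a mean of at least 1 log2 CPM and set scores from log2(TPM + 1) less the median of all tested genes were chosen after seeing the data. Splits of the samples were refitted for the 32 splits that part all 6 same-numbered pairs and for 15 drawn splits that do not.

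Genes were placed on chromosomes only by symbol in the RefSeq annotation of the assembly GRCz12tu, and for neighbour relations only. No coordinates are given, as the build of the files is not stated. Of the genes tested, 14993 (68.7%) could be placed. Permutation tests and position checks used SciPy 1.17.1 in Python 3.11.15. KEGG and Gene Ontology sets were not used here. The elmo2 and elmo3 mutants were not analysed here.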

Results

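To identify transcripts regulated by the loss of Elmo1, an adaptor protein that acts with Dock proteins to activate the small GTPase Rac1, total RNA of whole zebrafish larvae at 120 hours post fertilization (hpf) was sequenced on a BGISEQ-500. The 12 samples comprised 6 elmo1+/+ and 6 elmo1-/- samples, each containing 30 larvae. Each sample is given as an expected count and a TPM value (transcripts per 1e+06 transcripts) for 32520 genes. In units of 1e+06 counts, total expected counts ranged from 20.8 to 21.8 per sample, with 21.29 ± 0.40 in elmo1+/+ and 21.05 ± 0.18 in elmo1-/- samples (SD, n = 6 each). This difference did not exceed the spread between samples (two-sided exact permutation test, p = 0.234). The 20 most abundant genes took 17.9% ± 0.21 of the counts in elmo1+/+ and 18.3% ± 0.80 in elmo1-/- samples (SD, n = 6 each; exact permutation test, two-sided, p = 0.262). At this depth a gene without a detected transcript lies below 3 counts in a sample, and this floor covers counting error only. All 66 pairs of samples differed by more than sampling noise, with a chi-square statistic per degree of freedom of at least 6.94. This statistic is set against counting noise only, so it cannot tell separate pools of larvae from repeat libraries of one RNA. Each sample was counted as a separate replicate from its label.

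The targeted gene was examined first. elmo1 (ENSDARG00000098753) reached 129.0 ± 8.2 counts per 1e+06 counts (CPM) in elmo1+/+ and 107.6 ± 7.9 CPM in elmo1-/- larvae (SD, n = 6 each). The highest elmo1-/- sample, at 119.7 CPM, lay below the lowest elmo1+/+ sample, at 121.7 CPM. The log2 fold change was -0.26 (SE 0.059), a change of -16.6%. The genotypes were fully separated (two-sided exact permutation test, p = 0.00216, the smallest p that 6 against 6 samples allow). In edgeR's quasi-likelihood test the Benjamini-Hochberg adjusted p was 0.00138 over the 3 elmo genes and 0.137 over all 21830 genes tested, so elmo1 did not pass the threshold of 0.05 among all genes. With the replicate number as a block, the log2 fold change was -0.26 (SE 0.059), with edgeR adjusted p-values of 0.00278 over the 3 genes and 0.146 over all genes. DESeq2 moved this call most, with an adjusted p of 0.00817 over all genes.

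To examine whether the paralogues changed with the loss of Elmo1, elmo2 and elmo3 were compared in the same way. elmo2 (ENSDARG00000063527) reached 63.3 ± 2.7 CPM in elmo1+/+ and 63.3 ± 3.8 CPM in elmo1-/- larvae, with a log2 fold change of -0.00092 (SE 0.050; exact permutation test, two-sided, p = 0.955, n = 6 each). elmo3 (ENSDARG00000042126) was less abundant, with 6.18 ± 0.79 CPM in elmo1+/+ and 5.90 ± 1.05 CPM in elmo1-/- larvae and a log2 fold change of -0.064 (SE 0.13; exact permutation test, two-sided, p = 0.632, n = 6 each). Neither difference exceeded the spread between samples. With the replicate block, the log2 fold changes were -0.0020 for elmo2 and -0.070 for elmo3.

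**Figure D1:**
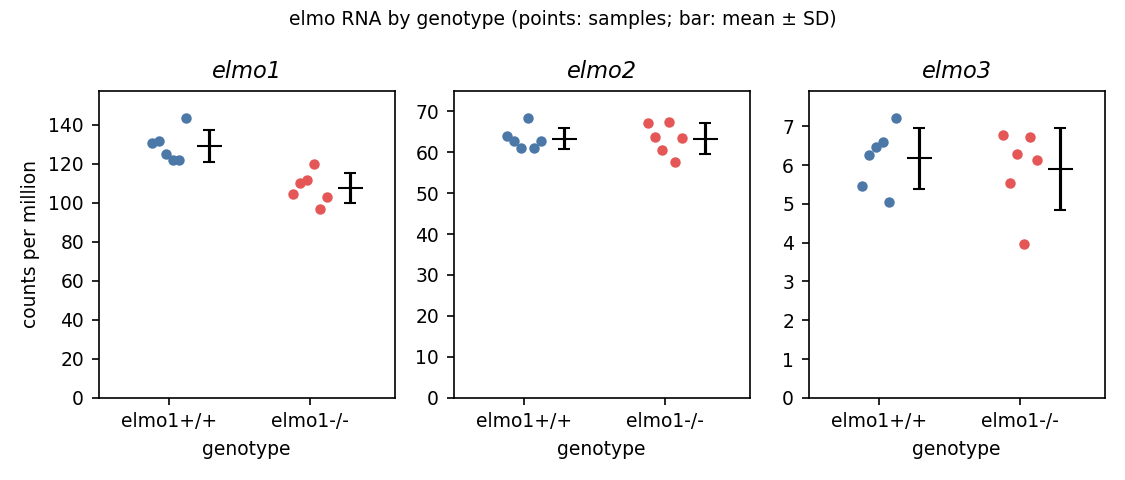
CPM (vertical axes, from 0) of elmo1, elmo2 and elmo3 in the 6 elmo1+/+ and 6 elmo1-/- samples, one point per sample, with the group mean and SD beside the points. The elmo1-/- samples lie below all elmo1+/+ samples for elmo1, with means of 107.6 and 129.0 CPM, while the groups overlap for elmo2 and elmo3.

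The abundance of the elmo genes relative to each other was compared within the elmo1+/+ samples. By TPM, elmo1 was present at 0.705 ± 0.159 times the level of elmo2 (SD, n = 6), with 0 of 6 samples above 1. By expected counts, which are not divided by transcript length, the ratio was 2.04 ± 0.16 with 6 of 6 samples above 1, so the order of the genes depended on the unit. Each ratio differed from 1 in the two-sided exact sign-flip permutation test with p = 0.0312, the smallest p that 6 samples allow. The ratio of elmo1 to elmo3 was 21.1 ± 2.55 by TPM and 21.1 ± 2.41 by expected counts (SD, n = 6; exact sign-flip test, two-sided, p = 0.0312 for each). The effective length, taken as count divided by TPM and scaled in each sample by the median of this quotient over genes with a mean above 20 counts, varied between the 12 samples with a coefficient of variation of 20.8% for elmo2, 3.12% for elmo1 and 0.265% for elmo3.

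**Figure D2:**
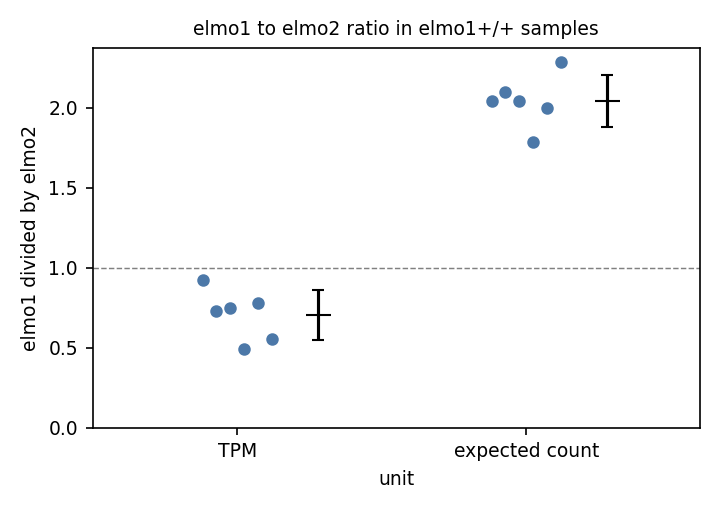
Ratio of elmo1 to elmo2 (vertical axis, from 0) in the 6 elmo1+/+ samples, calculated from TPM and from expected counts, one point per sample, with the mean and SD beside the points and a dashed line at 1. All TPM ratios lie below 1, with a mean of 0.705, and all count ratios lie above 1, with a mean of 2.04.

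Genotypes were then compared across the transcriptome. Over the 1000 most variable genes, samples of different genotype lay 0.107 log2 units per gene farther apart than samples of one genotype, the largest value among the 462 splits of the samples into 2 groups of 6 (exact permutation test, p = 0.00216). Over all 21830 tested genes the difference was 0.0177 (exact permutation test, p = 0.0108). Of 21830 genes tested, 51 changed in elmo1-/- larvae at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 24 higher and 27 lower, and 1345 genes had an unadjusted p under 0.05. The genotypes did not overlap in 49 of the 51 genes, against 0.513% of all genes tested and 0.216% given by chance. As the 51 genes were selected by the genotype test on these same samples, their separation is no independent support. Absolute log2 fold changes of the 51 genes ranged from 0.30 to 6.78 with a median of 0.75. DESeq2 moved this count most among the other tests, with 97 genes. Of the 51 genes, 31 could be placed by name in the RefSeq annotation of another genome assembly, GRCz12tu, and 16 of these 31 lay on the chromosome of elmo1, whereas this chromosome held 4.10% of all tested genes that could be placed. The remaining 20 genes were not placed.

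Samples carried the replicate numbers 1 to 6 in both genotypes. Deviations from the genotype mean correlated with a mean Pearson's r of 0.130 across genes between same-numbered samples and of -0.026 between samples of different number. As deviations cancel out within a genotype, the second value follows largely from the first and is no separate observation. Of the 720 possible pairings, 12 gave a mean r as high as 0.130 (exact permutation test, one-sided, p = 0.0167). With the replicate number as a block, 60 genes changed, 33 higher and 27 lower (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and 38 genes were called with and without the block.

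By the rule set for naming, the largest changes were examined, 5 in each direction out of 15 higher and 21 lower genes. These were changed genes with a symbol, a mean of at least 1 log2 CPM and no overlap between genotypes. The limit to genes with a symbol left out ENSDARG00000105300, with a log2 fold change of 1.44 (edgeR adjusted p = 1.51e-06). Among genes lower in elmo1-/- larvae, the gene with the largest change (ENSDARG00000092358) fell from 50.9 ± 20.6 to 0.46 ± 0.20 CPM, with expected counts of 764 to 1973 in elmo1+/+ and 4 to 14 in elmo1-/- samples. Its log2 fold change was -6.78 (SE 0.32; edgeR adjusted p = 3.04e-08). The gene c1galt1a (ENSDARG00000062278) fell from 6.32 ± 1.63 to 1.71 ± 0.91 CPM with a log2 fold change of -1.88 (SE 0.28; edgeR adjusted p = 0.0055). The gene si:ch211-199g17.2 (ENSDARG00000092310), one of the 16 genes placed on the chromosome of elmo1, changed by -1.65 (SE 0.19; edgeR adjusted p = 0.000504). PKHD1L1 (ENSDARG00000040004) and myhc4 (ENSDARG00000035438) had log2 fold changes of -1.36 (SE 0.25) and -1.32 (SE 0.22), with edgeR adjusted p-values of 0.0316 and 0.0183.

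Among genes higher in elmo1-/- larvae, si:dkeyp-116a7.2 (ENSDARG00000097137) rose from 15.8 ± 2.1 to 37.3 ± 5.1 CPM with a log2 fold change of 1.24 (SE 0.10; edgeR adjusted p = 1.48e-05). NXPH1 (ENSDARG00000033447), also placed on the chromosome of elmo1, rose from 37.7 ± 1.6 to 62.1 ± 6.6 CPM with a log2 fold change of 0.72 (SE 0.066; edgeR adjusted p = 3.68e-05). The histone gene histh1l1 (ENSDARG00000035519) changed by 0.93 (SE 0.15; edgeR adjusted p = 0.00941), HGS (ENSDARG00000020960) by 0.75 (SE 0.14; edgeR adjusted p = 0.0333) and TNNI2 (ENSDARG00000013752) by 0.70 (SE 0.12; edgeR adjusted p = 0.0284). Under the replicate block all of these 10 genes kept their direction, and TNNI2 no longer passed the threshold (edgeR adjusted p = 0.0593). The values of histh1l1, TNNI2, myhc4 and the si: genes are uncertain where near-identical gene copies share reads, since the counting rule for such reads is not stated.

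**Figure D3:**
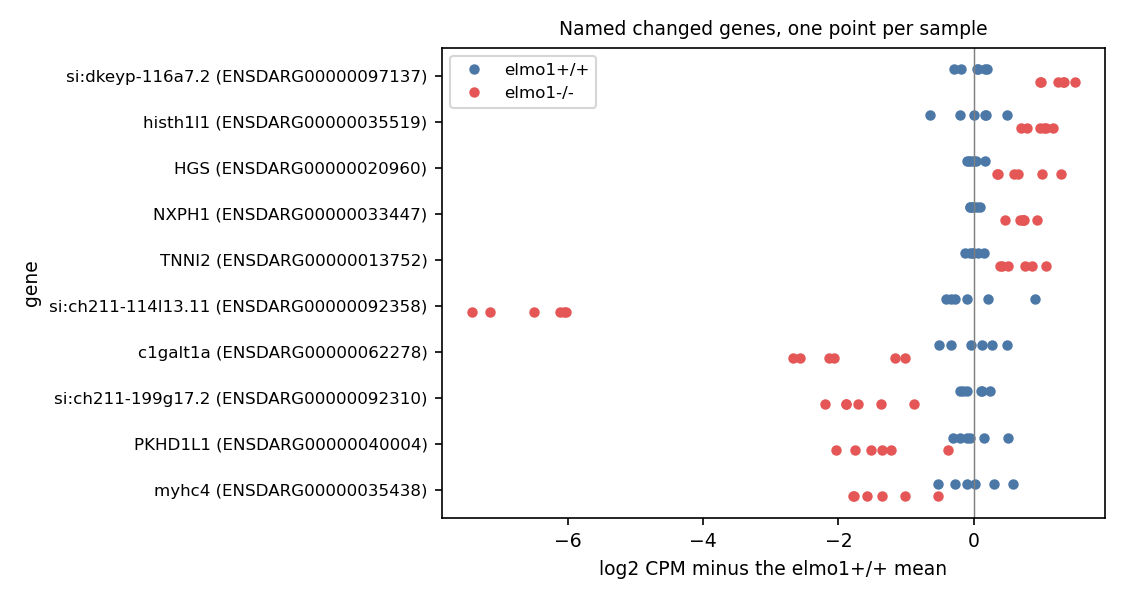
Log2 CPM of the 10 named genes minus the mean of the elmo1+/+ samples (horizontal axis), one point per sample, 6 elmo1+/+ and 6 elmo1-/- samples per gene. The genotypes do not overlap in any of the 10 genes, and log2 fold changes reach from -6.78 for ENSDARG00000092358 to 1.24 for si:dkeyp-116a7.2.

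To assess the processes examined in the mutants, the vasculature, kidney, glucose homeostasis, nervous system and extracellular matrix among them, 10 gene sets were scored in each sample as the mean of centred log2 CPM values. None of the 10 sets differed between genotypes beyond the spread between samples (two-sided exact permutation tests, Benjamini-Hochberg over the 10 sets, smallest adjusted p = 0.522), and 0 sets had an unadjusted p under 0.05. The largest score differences, elmo1-/- minus elmo1+/+, were 0.067 log2 units for glycolysis and gluconeogenesis (41 genes; adjusted p = 0.522, exact permutation), -0.064 for extracellular matrix (125 genes) and 0.059 for ribosomal proteins (83 genes). Vascular development (78 genes) differed by -0.030, with scores of 0.015 ± 0.037 in elmo1+/+ and -0.015 ± 0.045 in elmo1-/- samples (SD, n = 6 each; exact permutation, unadjusted p = 0.236). Focal adhesion and actin cytoskeleton differed by -0.048, oxidative phosphorylation by 0.040, kidney and podocyte by -0.035, synaptic signalling by 0.022, Elmo, Dock and Rac partners by -0.019 and insulin signalling and endocrine pancreas by -0.0058. In the paired comparison by replicate number (the block, pairing r 0.130), the smallest adjusted p was 0.417 (exact sign-flip permutation test, two-sided, n = 6 pairs). As 6 pairs allow no p below 0.0312, a single set could not pass after adjustment over 10 sets, and 9 of the 10 sets had 5 of 6 pairs in one direction. Tests that rank genes within the comparison gave another outcome: preranked enrichment with fgsea called 6 of the 10 sets with and without the replicate block, and camera called 5, at an adjusted p under 0.05. By fgsea the normalized enrichment score (NES) was 2.42 for ribosomal proteins, -1.97 for extracellular matrix, -1.93 for focal adhesion and actin cytoskeleton, 1.86 for glycolysis and gluconeogenesis, -1.84 for vascular development and 1.75 for oxidative phosphorylation.

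**Figure D4:**
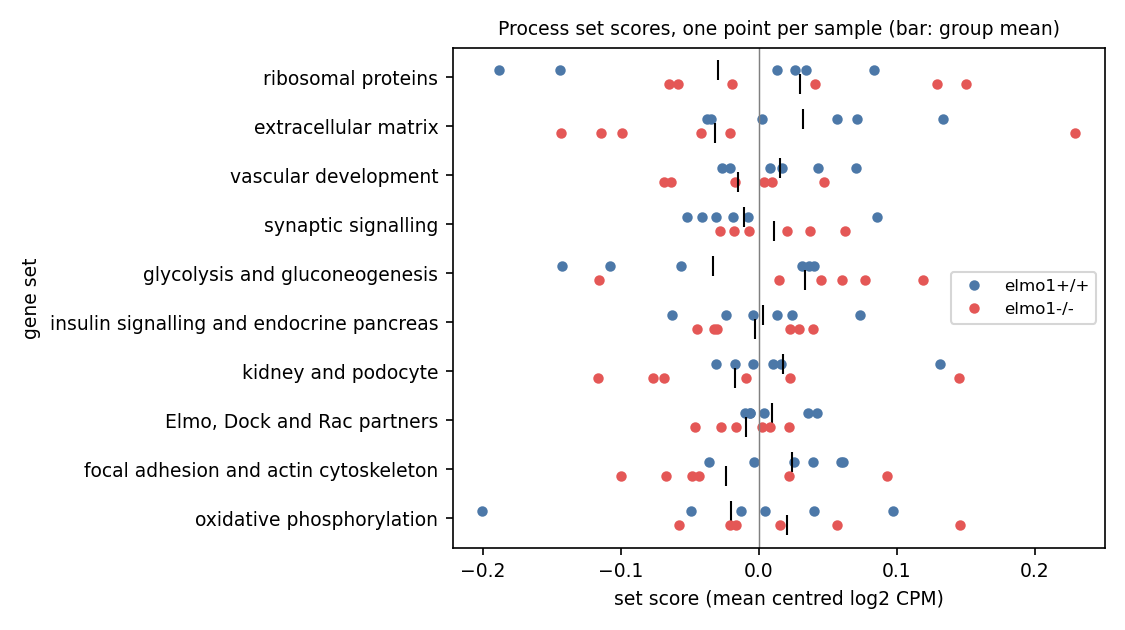
Scores of the 10 process sets (horizontal axis, mean centred log2 CPM), one point per sample for 6 elmo1+/+ and 6 elmo1-/- samples, with a bar at each group mean. The genotypes overlap in all 10 sets, and the largest difference between means is 0.067.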

Values the study reported

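The study reported that 11 of 150 KEGG pathways were significantly regulated in elmo1-/- larvae. Ribosome was among the upregulated pathways, and ECM-receptor interaction and focal adhesion were among the downregulated ones. By Gene Ontology, the study reported vascular development and extracellular matrix organization as lower, and nervous system processes as higher, in elmo1-/- larvae. Processes of the kidney and of glucose homeostasis were not significantly changed. These results were given as normalized enrichment scores, a measure unlike the set scores here. The fgsea scores here share that measure but rest on other gene sets. By RT-qPCR, the study reported an elmo1 level in wild type larvae over 10 times that of elmo2 and over 5 times that of elmo3. These values cover the first 5 days of development.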

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

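The tests in this part were chosen after the results were seen. A total of 76 sets of values, each from the 6 samples of a single genotype, were examined. In each, a single sample was sought whose gap to its nearest neighbour exceeded Dixon's 95% critical value as a share of the whole range. 5 samples stood apart in this way, and 3.8 are given by chance.

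The gene ENSDARG00000092358 reached 90.4 CPM in elmo1+/+ sample 5, against 36.3 to 55.6 CPM in the other elmo1+/+ samples. PKHD1L1 reached 2.35 CPM in elmo1-/- sample 1, against 0.684 to 1.27 CPM in the others. The extracellular matrix score was 0.229 in elmo1-/- sample 5 and lay between -0.144 and -0.0212 in the other elmo1-/- samples, in the direction opposite to the difference between genotypes. The synaptic signalling score was 0.0856 in elmo1+/+ sample 1, against -0.052 to -0.0077 in the others. The kidney and podocyte score was 0.131 in elmo1+/+ sample 2, against -0.031 to 0.0158 in the others.

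The number of such samples did not exceed that given by 1 in 20 of the groups (one-sided exact binomial test, p = 0.331), although the 76 sets of values are not independent. 0 samples stood apart in total count or in the share of the 20 most abundant genes by the same rule, yet 3 of the 5 samples were the highest or lowest of their genotype in one of these measures, as were 7 of all 12 samples, so this comparison cannot tell. elmo1-/- sample 1 and elmo1+/+ sample 2 lay at no extreme of either measure, and depth was not excluded for the other 3. The number of groups examined remains a candidate explanation for all 5, and no biological explanation was tested, as the labels give no group within a genotype.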

How the results depend on the processing

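The number of changed genes was 51 and remained within 34 to 60 in the fits with upper-quartile or median-ratio factors, limma-voom, TPM, other filters, the length offset, the covariates and the replicate block. DESeq2 called 97 genes, 44 higher and 53 lower, including all 51. Filters of at least 10 counts in every sample and of a mean of at least 1 log2 CPM left 15 higher genes each, and log2(TPM + 1) with the replicate block 14. A threshold of 0.01 left 30 genes (13 higher, 17 lower), and a minimum absolute log2 fold change of 1 left 23 (9 higher, 14 lower). Across the 12 fits that each left out one replicate, 34 to 67 genes changed, with 14 to 27 higher. The cause of these differences was not tested.

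Samples of different genotype lay farther apart by 0.107 over 1000 genes, 0.163 over fewer of the most variable genes (exact permutation p = 0.00216) and 0.0489 by log2(TPM + 1) (exact permutation p = 0.0325). The difference in total count between genotypes had p = 0.234, and p = 0.0779 without the 20 most abundant genes (exact permutation, two-sided).

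The log2 fold change of elmo1 kept its direction in all alternatives and passed the threshold among all genes in DESeq2 alone (-0.26, adjusted p = 0.00817). Without one replicate it ranged from -0.29 to -0.23. The change of elmo2, near 0, reversed with limma-voom (0.0025) and with the length offset (0.012), and ranged from -0.021 to 0.025 without one replicate. elmo3 ranged from -0.12 to 0.027. The ratio of elmo1 to elmo2 reversed from 0.705 by TPM to 2.04 by counts, which follows from the length assigned to elmo2.

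Of the set scores, synaptic signalling (-0.028) and oxidative phosphorylation (-0.012) reversed with log2(TPM + 1), which lowered the median log2 fold change of all genes to -0.0378, from 0.0043. With the median of all tested genes removed from each sample, they stood at 0.0119 and 0.0275, so the reversal follows from this shift of all genes. Insulin signalling reversed in that form (0.00014), with genes scaled to unit SD (0.11), with camera (adjusted p = 0.483) and with fgsea (NES 1.02), and ranged from -0.019 to 0.0081 without one replicate. Without one replicate, extracellular matrix ranged from -0.116 to -0.0434, ribosomal proteins from 0.0270 to 0.0808 and oxidative phosphorylation from 0.00436 to 0.0633. The smallest adjusted p in these fits was 0.108 (exact permutation), for extracellular matrix and focal adhesion without elmo1-/- sample 5. Their differences were then -0.116 and -0.0715. Sets passed the threshold only in tests that rank genes. camera gave adjusted p-values of 2.18e-05 for ribosomal proteins, 0.000437 for extracellular matrix, 0.00666 for glycolysis, 0.00399 for focal adhesion and 0.0206 for oxidative phosphorylation. fgsea gave NES of 2.42, -1.97, 1.86, -1.93 and 1.75 for the same sets and -1.84 for vascular development.

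Of 259 results for the 10 named genes under the alternatives other than the stricter thresholds, 214 stayed on their side of the threshold, 45 no longer passed it, 29 of them without one replicate, and 0 reversed. 6 genes never lost the threshold in these, and HGS, PKHD1L1, TNNI2 and myhc4 did. Of the 6, histh1l1 and NXPH1 lie below the minimum absolute log2 fold change of 1. With a single replicate left out, HGS and PKHD1L1 passed the threshold in 3 of 12 fits each, TNNI2 in 4 and myhc4 in 9. The size of the PKHD1L1 change depended on length. Its log2 fold change was -1.36 in the main fit and -0.59 with the effective-length offset (edgeR adjusted p = 0.428). With log2(TPM + 0.1) it was -0.57. The filter of at least 10 counts gave no value for ENSDARG00000092358. Of the 51 genes, 12 had a mean under 1 log2 CPM, where few counts limit the precision of the fold change.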

Other observations

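Tests below on library size, the share of abundant genes, low counts and effective length were chosen after the result was seen. So were those on the chromosomes other than that of elmo1, on chance pairing and on the clock score of same-numbered samples. The expected outcomes of the tests by other splits were restated after the splits had been counted. The gene list, the set scores and a principal component analysis had been run before the expected outcomes of the tests were written. The rule for judging the clock tests was made stricter after their values were seen.

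Among the 32 splits of the 12 samples that part all 6 same-numbered pairs, 1, the real one, gave as many as 51 changed genes, and the others gave at most 10 with a median of 0. For the distance between samples, 1 of 32 splits was as large. With the replicate block, 2 of 32 splits gave as many as 60 genes, the other one with 2.7 times the genes of the real split, so other groupings of the samples remain a candidate explanation for the count under the block. That split exchanges the samples of replicate number 5 only, and the 5 other splits that exchange a single pair gave 0 genes. The remaining 30 splits gave 0 to 5 genes, and the median of all 31 was 0. In 15 drawn splits that part fewer pairs, 0 genes were called without the block. Of the 51 genes, 37 stayed with log2 total count as a covariate of the edgeR fit and 34 with the share of the 20 most abundant genes, in fits with fewer residual degrees of freedom. The log2 fold changes of the 14 genes that no longer passed with total count were 1.01 times those without it (median). Their loss is therefore not evidence that total count accounts for them. For the 17 genes lost with the share, the median ratio was 0.94, against 0.987 for the genes kept. It was below 1 in 13 of the 17 and reached from 0.852 to 1.03, and standard errors rose 1.04 times (median). A small part of these 17 changes may therefore go with the share, while most of their size remained. A filter on a mean of at least 1 log2 CPM retained 37 of the 39 genes it left, and the 12 genes under it were not tested in this way. An effective-length offset retained 41 of 51.

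Alleles linked to elmo1 may differ between the lines, since an elmo1-/- line carries the chromosome on which the mutation was induced. Of the 51 genes, 16 were placed on the chromosome of elmo1. This is 51.6% of the 31 genes that could be placed, and 31.4% of all 51 if none of the other 20 lay there, against 4.10% of tested genes that could be placed. There were 7 pairs of changed genes within 10 tested genes of each other, against a mean of 0.631 in 10000 random draws (one-sided permutation p = 0.0001, the smallest that these draws allow). The share differed by Fisher's exact test (one-sided, p = 8.99e-15), also with the 20 unplaced genes counted as lying elsewhere (p = 9.79e-11). However, only 60.8% of the changed genes could be placed by name, below the minimum of 80% set for such checks. The neighbour check therefore counts as void. The excess on the chromosome of elmo1 remained with the 20 unplaced genes counted elsewhere, so their missing positions do not account for it. Tested genes that could not be placed are not covered by this bound. An excess on this chromosome is what linked alleles would give, yet neither check settles the cause. In order of placed tested genes, si:dkeyp-113d7.10 lay at -346 from elmo1. The others of the 16 lay at -115 (thap7) to 139 (tpmt.2), on a chromosome with 615 such genes. Closeness to elmo1 is also what linked alleles would give, but no test of it was run. The 16 genes on this chromosome cannot be told apart from linked alleles. The 15 genes placed on other chromosomes are not linked to elmo1 by this placement. They held 2 neighbouring pairs against a mean of 0.147 in random draws (one-sided permutation p = 0.0090), so haplotype blocks remain open for them, as does the position of the 20 unplaced genes. The loss of Elmo1 remains a hypothesis for all of these genes. The placed genes on this chromosome include ANGPT1 (log2 fold change -0.51, edgeR adjusted p = 0.0392). FLI1 (log2 fold change -0.38, edgeR adjusted p = 0.00447) also changed and is not among these 16 genes. Both genes were singled out after their values were seen. The vascular development set held 2 changed genes.

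Tests that rank genes called 6 of 10 process sets by fgsea, whereas none passed by exact permutation of samples. 6 of the 32 splits that part all same-numbered pairs gave as many sets, with a median of 4 among the others, and the 15 splits that part fewer pairs gave up to 7. Sets of co-varying genes may therefore pass in such tests under other groupings of these samples. Log2 fold changes did not follow effective length (Spearman's rho -0.0070), so regressing length out removed little, and that all 6 sets still passed (6 with and without) is no further test of gene length.

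elmo2 TPM lay above elmo1 TPM in 6 of 6 wild type samples, and the order reversed by counts, with a ratio of 2.04. The coefficient of variation of elmo2 in wild types was 24.2% by TPM and 4.19% by count. The reversal follows from the effective length assigned to elmo2, and why this length is short and variable was not tested. The elmo1 to elmo2 ratio here was 0.705 by TPM and 2.04 by counts. Both lie below the lower bound quoted from the study above, so the length assigned to elmo2 does not account for the whole gap. The elmo1 to elmo3 ratio here was 21.1, above the lower bound quoted for it. Those bounds come from RT-qPCR over several days of development, whereas the samples here are of a single age. Neither comparison is therefore like for like. In wild types here, elmo2 lay above elmo3, with 63.3 against 6.18 CPM and 96.0 against 3.10 TPM. The quoted bounds do not give the order of these 2 genes.

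Same-numbered samples deviated together (mean r 0.130), which random pairing gave with p = 0.0167 (exact, one-sided). Their total counts did not (Pearson's r -0.116, exact permutation p = 0.839, n = 6 pairs). Time of collection is one candidate explanation. The limbs of the circadian clock, 11 positive and 17 negative genes, were correlated across the 12 samples after each genotype's mean was removed. Pearson's r was -0.530 (permutation p = 0.0770) and Spearman's rho -0.587 (permutation p = 0.0479), and without the 2 farthest samples r was -0.360. These permutations treat the 12 samples as independent, although same-numbered samples deviated together, so the p-values may be too small. Within genotypes r was -0.566 in elmo1+/+ and -0.500 in elmo1-/- samples. The clock score of same-numbered samples correlated with Pearson's r of 0.862 (exact permutation p = 0.0597) and Spearman's rho of 0.486 (exact permutation p = 0.356, n = 6 pairs), and without the 2 farthest pairs r was -0.738, so this score's relation rests on those pairs. Of the 20 gene sets, the circadian clock score correlated between same-numbered samples with r 0.836 (exact permutation p = 0.0417) and rho 0.943 (exact permutation p = 0.0167), and with r 0.632 without the 2 farthest pairs. Cell cycle correlated with r 0.955 (exact permutation p = 0.00972) and rho 0.943 (exact permutation p = 0.0167), heat shock and stress with r 0.969 (exact permutation p = 0.0111) and rho 0.829 (exact permutation p = 0.0583), and erythrocyte with r 0.915 (exact permutation p = 0.0236) and rho 0.829 (exact permutation p = 0.0583). Without the 2 farthest pairs r was 0.459, 0.348 and 0.900 for these sets. Kidney and podocyte correlated with rho 0.943 (exact permutation p = 0.0167) and r 0.447 (exact permutation p = 0.317). None of the 20 sets passed after Benjamini-Hochberg adjustment (exact permutation, smallest adjusted p = 0.111). The co-deviation cannot be told apart from the time of collection, and a shared clutch or batch was not tested.

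Of the 10 marker sets for tissues and states, none passed (exact permutation, two-sided, Benjamini-Hochberg over the 10 sets, smallest adjusted p = 0.635), and 0 had an unadjusted p under 0.05. The erythrocyte score differed by 0.249, with -0.125 ± 0.210 in elmo1+/+ and 0.125 ± 0.390 in elmo1-/- samples (SD, n = 6 each; exact permutation, unadjusted p = 0.190). It was higher in 6 of 6 same-numbered pairs, with an exact sign-flip p of 0.0312, the smallest that 6 pairs allow, and an adjusted p of 0.312.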
